# GRIK1 promotes glioblastoma malignancy and is a novel prognostic factor of poor prognosis

**DOI:** 10.32604/or.2023.043391

**Published:** 2024-03-20

**Authors:** GUOQIANG HOU, XINHANG XU, WEIXING HU

**Keywords:** Glioblastoma, GRIK1, Invasion, Proliferation, Prognosis

## Abstract

Primary tumors of the central nervous system (CNS) are classified into over 100 different histological types. The most common type of glioma is derived from astrocytes, and the most invasive glioblastoma (WHO IV) accounts for over 57% of these tumors. Glioblastoma (GBM) is the most common and fatal tumor of the CNS, with strong growth and invasion capabilities, which makes complete surgical resection almost impossible. Despite various treatment methods such as surgery, radiotherapy, and chemotherapy, glioma is still an incurable disease, and the median survival time of patients with GBM is shorter than 15 months. Thus, molecular mechanisms of GBM characteristic invasive growth need to be clarified to improve the poor prognosis. Glutamate ionotropic receptor kainate type subunit 1 (GRIK1) is essential for brain function and is involved in many mental and neurological diseases. However, GRIK1’s pathogenic roles and mechanisms in GBM are still unknown. Single-nuclear RNA sequencing of primary and recurrent GBM samples revealed that GRIK1 expression was noticeably higher in the recurrent samples. Moreover, immunohistochemical staining of an array of GBM samples showed that high levels of GRIK1 correlated with poor prognosis of GBM, consistent with The Cancer Genome Atlas database. Knockdown of GRIK1 retarded GBM cells growth, migration, and invasion. Taken together, these findings show that GRIK1 is a unique and important component in the development of GBM and may be considered as a biomarker for the diagnosis and therapy in individuals with GBM.

## Introduction

Primary tumors of the central nervous system encompass over 100 different histological types. The most frequent and lethal tumor of the central nervous system is glioblastoma, which is nearly impossible to completely remove surgically because of its propensity for growth and invasion [1–5]. The medium survival time of patients who suffer from GBM is still less than 15 months [6,7], although delightful development has been made in the treatment of GBM patients [8]. Thus, it is important to explore GBM biology and determine new molecular targets relevant to the therapeutic effect. According to recent studies, there are many factors associated with glioma cell growth and invasion, such as Vav guanine nucleotide exchange factor 3 (VAV3) [9], long noncoding RNA LINC01711 (lncRNA-LINC01711) [10], collagen alpha-2(I) chain (COL1A2) [11], NIMA-related kinase 2 (NEK2) [12], and RAN binding protein 10 (RANBP10) [13], etc.

Glutamate is the most widespread excitation neurotransmitter in the mammalian brain [14]. Both ionotropic (ligand-gated ion channels) and metabotropic (G protein-coupled receptors) glutamate receptors have been cloned [15]. With similarity in between nucleotide and amino acid sequences, at least six gene families have been identified as encoding ionotropic glutamate receptors, and there are also three families of NMDA receptors, two families of KA receptors, and one family of AMPA receptors [16]. Brain areas involved in learning and memory contain GluK1, a subunit of the glutamate ionotropic receptor kainate type gene (GRIK1) [17], and the gene’s precise location is 21q21.1-22.1 [16]. These ligand-gated ion channels are crucial for healthy brain function and play a significant role in various neurological and behavioral disorders [18]. The term “tumor microenvironment” (TME) describes a specific type of environment produced by cancer cells as well as numerous other cell types, including endothelial cells, fibroblasts, immune cells, and extracellular components. The intensive metabolic activity of cancer cells can alter the nutritional composition and structure of the cells and tissues that make up the TME to more efficiently meet the needs of the tumor cells for growth. Glutamate receptors are involved in the regulation of a range of cells in the TME, including immunological and cancer cells, as cell surface receptors [19,20].

The GRIK1 gene is known to be particularly implicated in schizophrenia within the glutamate system [21]. In addition, several recent reports have suggested that GRIK1 may be an important factor for predicting the progression or prognosis of colorectal carcinoma [22], and breast tumor [23], it is the most prevalent kinds of cancer in women and one of the main causes of cancer deaths [24], and the progression of breast cancer is also related to many elements, such as metastasis-related gene signature [25], and has_circ_0000069 [26]. A polymorphism (rs2832407) in GRIK1, which encodes the GluK1 kainate subunit, modifies topiramate-related reduction in heavy drinking [27,28], while a GRIKI polymorphism forecasts negative effects after topiramate therapy [28]. Meanwhile, polymorphisms in GRIK1 are associated with hepatitis B virus–related hepatocellular carcinoma (HCC) [29] and coronary artery aneurysm (CAA) formation in patients with Kawasaki disease (KD) [30]. Additionally, in healthy social drinkers, a GRIK1 mutation affects the subjective response to intravenous alcohol in a dose-related manner [31]. Although the research area of GRIK1 is already very extensive, the pathological functions and mechanisms of GRIK1 in GBM are still unclear.

Six samples of primary and recurrent GBM were gathered for the current study, and they were each examined using a single nuclear sequencing. GRIK1 levels significantly rose in recurring samples. Furthermore, not only in The Cancer Genome Atlas (TCGA) database but also in a variety of GBM samples, the prognosis of GBM patients was inversely correlated with the expression levels of GRIK1. Studies on the function of cells revealed that GRIK1 was essential for the invasive growth of GBM. Thus, we discovered a new and important element in the formation of GBM, and GRIK1 may be considered as a new target for the diagnosis and treatment of GBM.

## Materials and Methods

### Patients’ tissue samples

This study was approved by the Ethics Committee of Shanghai Jiao Tong University’s Renji Hospital (Institutional Review Board [IRB] number, RA-2022-032). All patients gave their informed consent, and the entire research was carried out in line with all applicable laws. Cancerous tissues were collected, and normal tissues were obtained from trauma patients. Sixty-five patients diagnosed with GBM were enrolled, and their follow-up data were collected. The age of GBM patients (36 men and 29 women) ranged from 22 to 76 years (Suppl. Table 1).

### Single-nuclear sequencing library preparation and data processing

Based on the tumor tissue samples gathered from the GBM patients who received treatment at Shanghai Jiao Tong University’s Renji Hospital, single-nuclear RNA sequencing was carried out. With consent and in accordance with the methodology approved by the IRB, the biopsy samples from the patients were collected for research. Libraries were created in accordance with the Chromium Next GEM Single Cell 3 Reagent Kits v3.1 manufacturer’s instructions. Cellular barcodes were demultiplexed, reads were mapped to the genome and transcriptome using the STAR aligner, reads were downsampled as necessary to generate normalized aggregate data across samples, and a matrix of gene counts *vs.* cells was created using the Cell Ranger software pipeline (version 3.1.0) provided by 10Genomics. Using the R package Seurat (version 3.1.1), we processed the unique molecular identification (UMI) count matrix. The bioinformatics analysis and sequencing were carried out by Oebiotech Co., Ltd. (Shanghai, China).

### Investigation of the TCGA database’s survival data

The TCGA provided information on the gene expression levels and related pathologies for GBM. Gene expression levels were divided into high and low levels. The Kaplan-Meier method was used to look into survival estimations and examine the survival disparity.

### Western blot

WB assays were done using rabbit anti-human GRIK1 (cat 25779-1-AP, Proteintech) and mouse anti-actin (cat ab8226, Abcam, Cambridge, UK) antibodies. RIPA buffer (cat P0013B Beyotime Biotechnology, Shanghai, China) with protease inhibitor complex (0-4693124001, Roche, CompleteMini) was used to extract the proteins from the samples. The lysates were divided into 10% SDS-PAGE gels (cat P0012AC, Beyotime Biotechnology, Shanghai, China). The isolated proteins were then put on PVDF membranes and blocked for an hour with 5% nonfat milk at 37°C. The membranes were incubated with primary antibody, namely, rabbit anti-GRIK1 antibody (1:1000) (cat 25779-1-AP, Proteintech, Wuhan, China) for 8 h at 4°C and then cleaned with TBS (pH 7.4) which added 0.1% Tween-20 and then wash them three times. The membranes were incubated with mouse anti-actin antibody (1:10,000) for 1 h. The secondary HRP-conjugated antibodies were utilized, and bands were detected using an ECL kit (cat P0018S, Beyotime Biotechnology, Shanghai, China).

### RT-qPCR

TRIzol reagent (16096020, Thermo Fisher Scientific, USA) was used to extract RNA. Reverse transcription of RNA was done by HiScript II RT SuperMix (cat R223-01, Vazyme, China). 

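The forward primer AGTGCCATAGACATAAGCCATG matches exon 7 of GRIK1, from 29642863 to 29642884 on chromosome 21 of GRCh38. The reverse primer AATCCTTCCTCAAGCCATTGG matches exon 8, from 29598874 to 29598894. Both sites lie in the coding sequence of each of the 7 GRIK1 transcripts of the GENCODE 29 annotation, so the amplified product spans an exon junction and counts all of them together. Neither primer matched a transcript of another gene over its full length.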

Forward primer for GRIK1 was 5′-AGTGCCATAGACATAAGCCATG-3′, while the reverse primer for GRIK1 was 5′-AATCCTTCCTCAAGCCATTGG-3′.

### Cells

At the Shanghai Institute of Cell Biology, Chinese Academy of Sciences (Shanghai, China), four human GBM cells (U87-MG, A172, U251-MG, and T98G) were purchased, and grown at 37°C with 5% CO_2_ in modified Eagle’s medium (catalog number SH30022.02, HyClone, Logan, UT, USA) supplemented with fetal bovine serum (10%) (catalog number 10100147, Gibco, Carlsbad, CA, USA), penicillin (100 units/mL), and streptomycin (100 g/mL).

### siRNA transfection

GRIK1 siRNA was produced by Ruibo Biotech (Guangzhou, China). The GRIK1 siRNA was transfected into U87-MG and T98G cells by Lipidnano^TM^ Super RNAi Transfection Reagent (cat TL-1001, Biotechnology, Beijing, China). 

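GENCODE 29 annotates 7 GRIK1 transcripts on the minus strand. The siRNA1 sequence GCUGUGCAGUCUAUUUGCAAU matches exon 3, from 29689900 to 29689920 on chromosome 21. The siRNA2 sequence CCUCACGUGUCAUCCAUCAUU matches exon 6, from 29651190 to 29651210. Each of these sites lies in the coding sequence of 7 of the 7 transcripts. The siRNA3 sequence UCCACUUCUGGAACUACUUUA matches from 29553633 to 29553653, in the coding sequence of 2 of the 7 transcripts. This site lies in the last exon of both, which is exon 17 in the one and exon 16 in the other. The other 5 transcripts hold no match to siRNA3. No siRNA sequence matched a transcript of another gene over its full length. The strand of each siRNA that pairs with GRIK1 RNA, the guide, starts with AUUGCAAAUAGACUGCACAGC for siRNA1, AAUGAUGGAUGACACGUGAGG for siRNA2 and UAAAGUAGUUCCAGAAGUGGA for siRNA3, each written without any overhang.

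**Figure D1:**
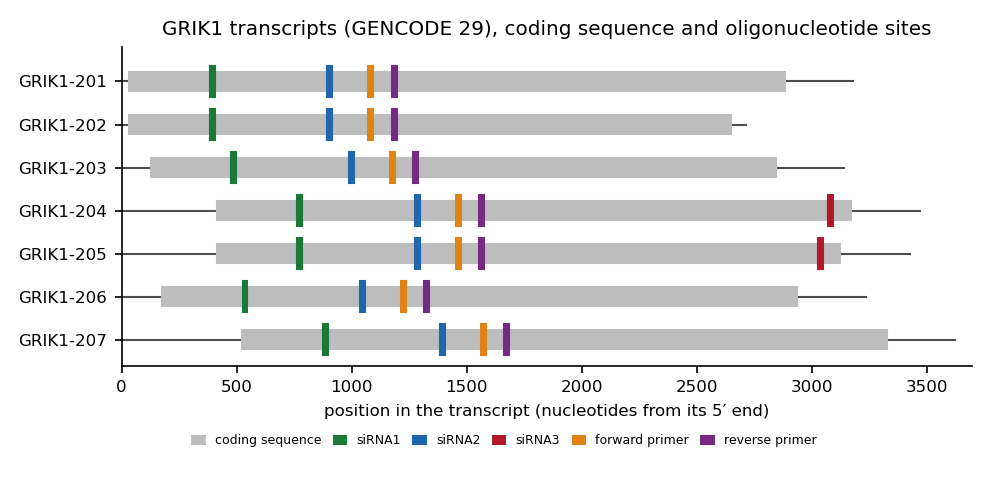
The 7 annotated GRIK1 transcripts drawn to scale, with the position in nucleotides from the 5′ end on the x axis, the coding sequence in grey and the sites of the 3 siRNAs and the 2 primers in color. The siRNA3 site is present in 2 of the transcripts, and the other sites are present in all 7.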

We designed and purchased three siRNAs types to knock down the expression of GRIK1, such as GRIK1 siRNA1: GCUGUGCAGUCUAUUUGCAAU; GRIK1 siRNA2: CCUCACGUGUCAUCCAUCAUU; GRIK1 siRNA3: UCCACUUCUGGAACUACUUUA.

### Cell proliferation assay

In a 96-well plate (cat 713011, NEST, Shanghai, China), cells were plated at a density of 2500 cells per well. 10 μL of Cell counting kit-8 (CCK8) reagent (cat CK04, Dojindo, Kumamoto, Japan) was applied. Absorbance at OD450 was collected at 24, 48, 72, 96, and 120 h. At least three times were given to each test. Using a microplate reader, the absorbance was calculated at a wavelength of 450 nm. Using a microplate reader, the absorbance was calculated at a wavelength of 450 nm.

### Colony formation experiments

In 6-well plate (cat 703001, NEST, Shanghai, China), a hundred cells per well were implanted. After nine days, colonies that had developed were stabilized and tagged with 0.1% crystal violet. Representative colonies (>200 cells/colony) were calculated, and each experiment was carried out three times.

### Wound healing assays

Cells (90% confluence) were seeded in 6-well plates (cat 703001, NEST, Shanghai, China) and rubbed with a 200 µL pipette tip. Healing ability was determined as the percentage change of the initial induced injury width. Each experiment was done in triplicate.

### Transwell and Matrigel-transwell experiments

The upper chambers of 24-well Transwell plates (8-µm pores; BD Biosciences) were seeded with a total of 2 × 10^5^ U87 or T98G cells for invasion or migration, either with or without a thin covering of Matrigel (37°C for 1 h; BD Biosciences). The bottom chamber was added with a complete medium. After overnight incubation, to get rid of any remaining cells, the top layer was cleansed using a sterilized cotton swab. The migrated cells were stained with 0.1% crystal violet (cat C0121-100ml Beyotime Biotechnology, Shanghai, China) and counted. In five randomly chosen fields per well, the number of cells was computed while taking the average into account. The assays were carried out three times.

### Statistical analysis

The statistical analysis was conducted in SPSS (version 17.0, Chicago, USA). When the *p* value (two-sided) was less than 0.05, the results were deemed significant. The Kaplan–Meier and log-rank tests were used to examine the GRIK1 survival curve.

## Results

### GRIK1 is upregulated in recurrent GBM

The *t*-distributed stochastic neighbor embedding technique split cells into 19 clusters after single-nuclear RNA sequencing (Figs. 1A–1C). GRIK1 was significantly more prevalent in the recurrent group and was found in the majority of clusters (Figs. 1C and 1D**).**

**Figure 1:**
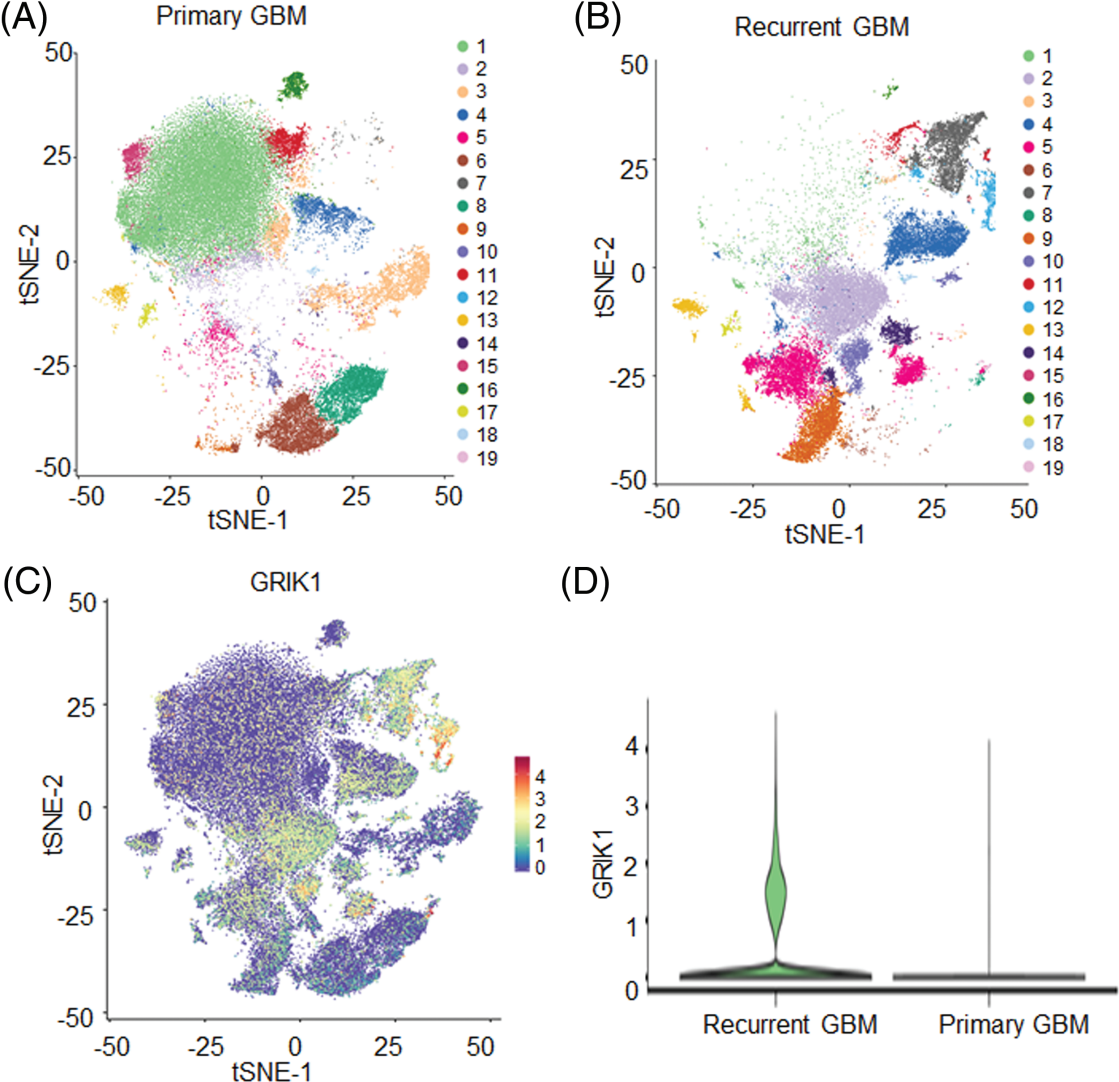
GRIK1 is highly expressed in recurrent GBM. (A, B), tSEN dimensional reduction of GBM cells from primary (n = 3) or recurrent (n = 3) GBM patients. (C), Pattern representing single-cell gene expression of GRIK1 in GBM. Differential colors indicate the expression levels of individual cells. (D), Violin plot shows the expression levels of GRIK1 in recurrent and primary GBM.

### Compared with normal tissues, GBM has a higher expression of GRIK1

The levels of GRIK1 in newly collected normal brain tissue (n = 5) and GBM tissue (n = 8) were investigated by RT-qPCR and WB to further support the significance of GRIK1 for GBM prognosis. WB results showed that GRIK1 was significantly more expressed in GBM tissues than in normal tissues (Figs. 2A and 2B).

**Figure 2:**
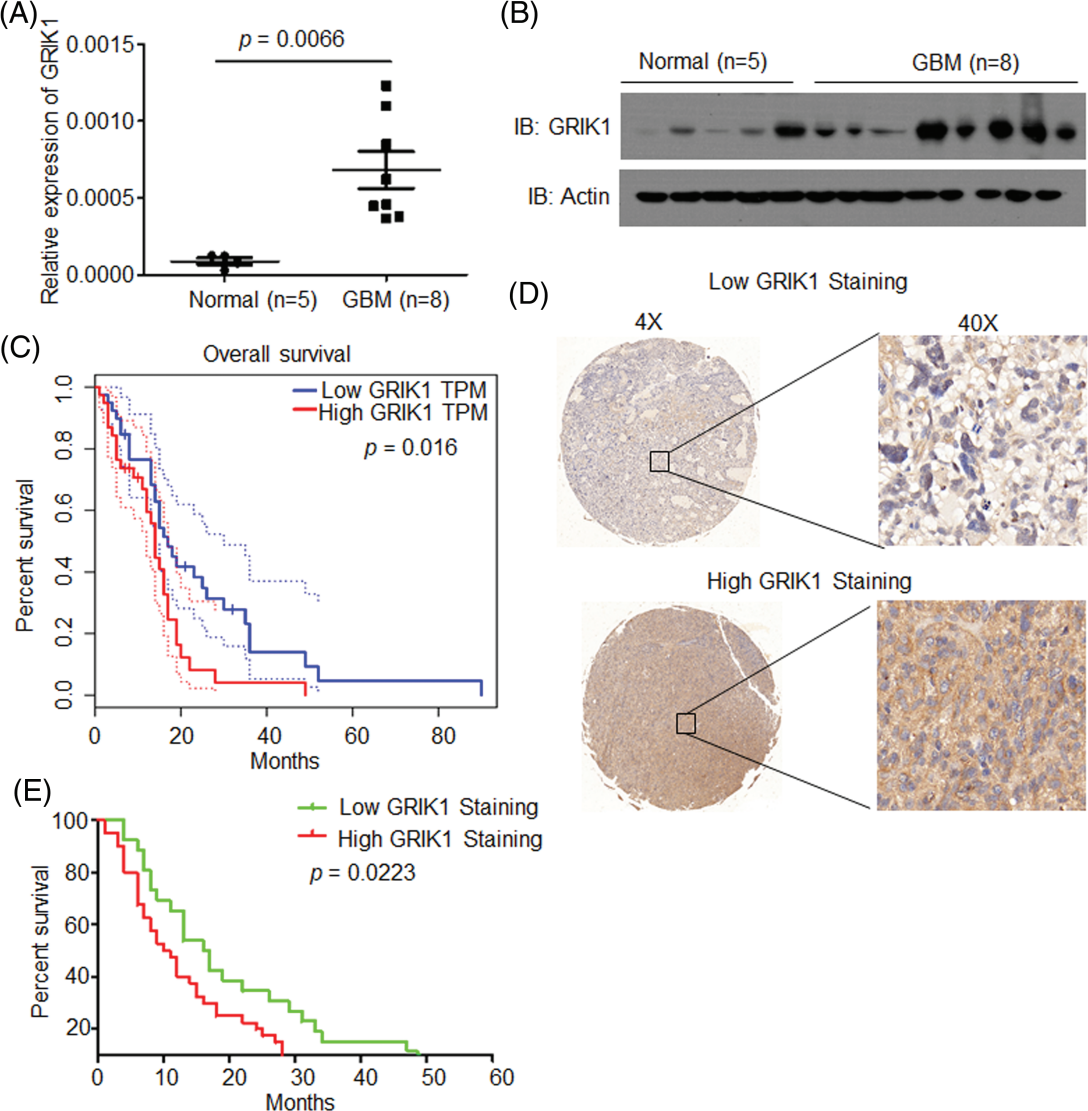
GRIK1 is highly expressed in GBM and is associated with poor prognosis of GBM. (A, B) mRNA and protein level of GRIK1 in GBM tissues (n = 8) or normal brain tissues (n = 5), *p* = 0.0066. (C) Survival curves of patients with GBM displaying low or high expression of GRIK1 in TCGA database, *p* = 0.0016. (D) Representative images showing low or high levels of CHRM3 in GBM samples using immunostaining analysis. (E) Survival curves of GBM patients with high or low levels of GRIK1, *p* = 0.0223.

### GRIK1 is associated with poor prognosis

To investigate the prognostic significance of GRIK1 in GBM, survival analysis was performed in the TCGA database. The results revealed that higher levels of GRIK1 were connected to poor survival in GBM patients significantly (Fig. 2C).

Next, we detected GRIK1 levels in the GBM tissue microarray. Representative staining patterns of GRIK1 in GBM are shown in Fig. 2D. After that, the GBM samples were divided into groups with high and low GRIK1 expression. Patients with high GRIK1 levels had a significantly worse prognosis, according to log-rank tests and Kaplan-Meier analyses (n = 65, *p* < 0.05, Fig. 2E).

Taken together, these findings revealed that GRIK1 was considerably upregulated in GBM and was associated with poor prognosis in both our GBM samples and the TCGA database.

### Knockdown of GRIK1 inhibits GBM cell growth ability

To clarify the pathological roles of GRIK1 in GBM development, we first studied the levels of GRIK1 in an array of cell lines. U87-MG and T98G cells had relatively greater levels of GRIK1 than A172 and U251-MG cells, according to RT-qPCR and WB data (Figs. 3A and 3B). We then efficiently knocked down the expression of GRIK1 in U87-MG and T98G cells, and found that GRIK1 siRNA1 was the most efficient sequence, so it was used for the following experiments (Figs. 3C–3F).

**Figure 3:**
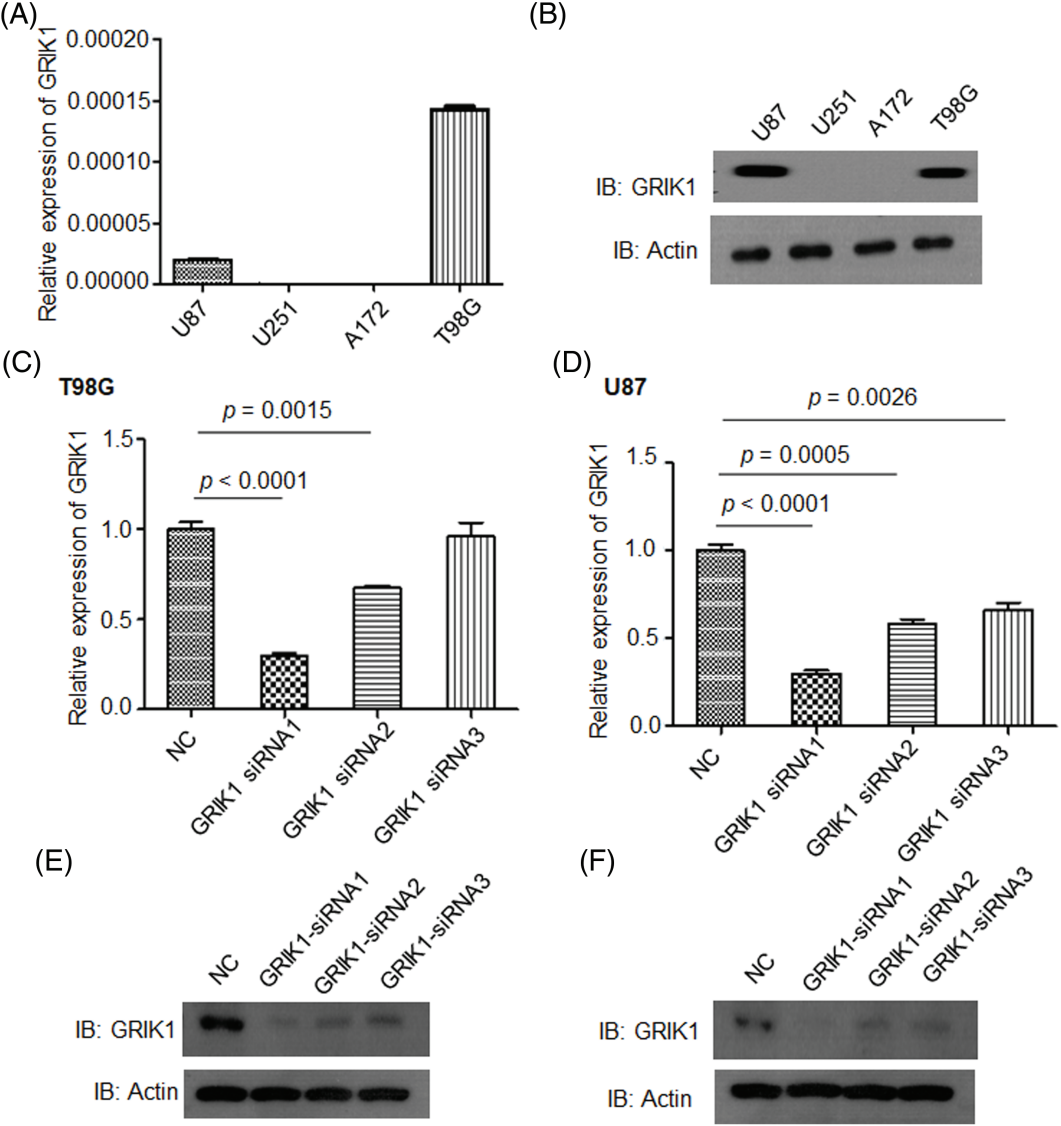
Construction of GRIK1 knockdown in GBM cells. (A, B) Relative levels of GRIK1 mRNA and protein in U87-MG, A172, T98G, and U251-MG cells. (C–F) Relative levels of GRIK1 in T98G (C, E) and U87-MG cells (D, F) with or without GRIK1 knockdown.

The pathological roles of GRIK1 in the proliferation and invasion abilities of GBM were assessed with or without GRIK1 knockdown. CCK8 showed that inhibition of GRIK1 significantly reduced cell proliferation abilities (Figs. 4A and 4B). Moreover, colony formation assay further indicated that GRIK1 knockdown significantly inhibited colony numbers (Figs. 4C and 4D).

**Figure 4:**
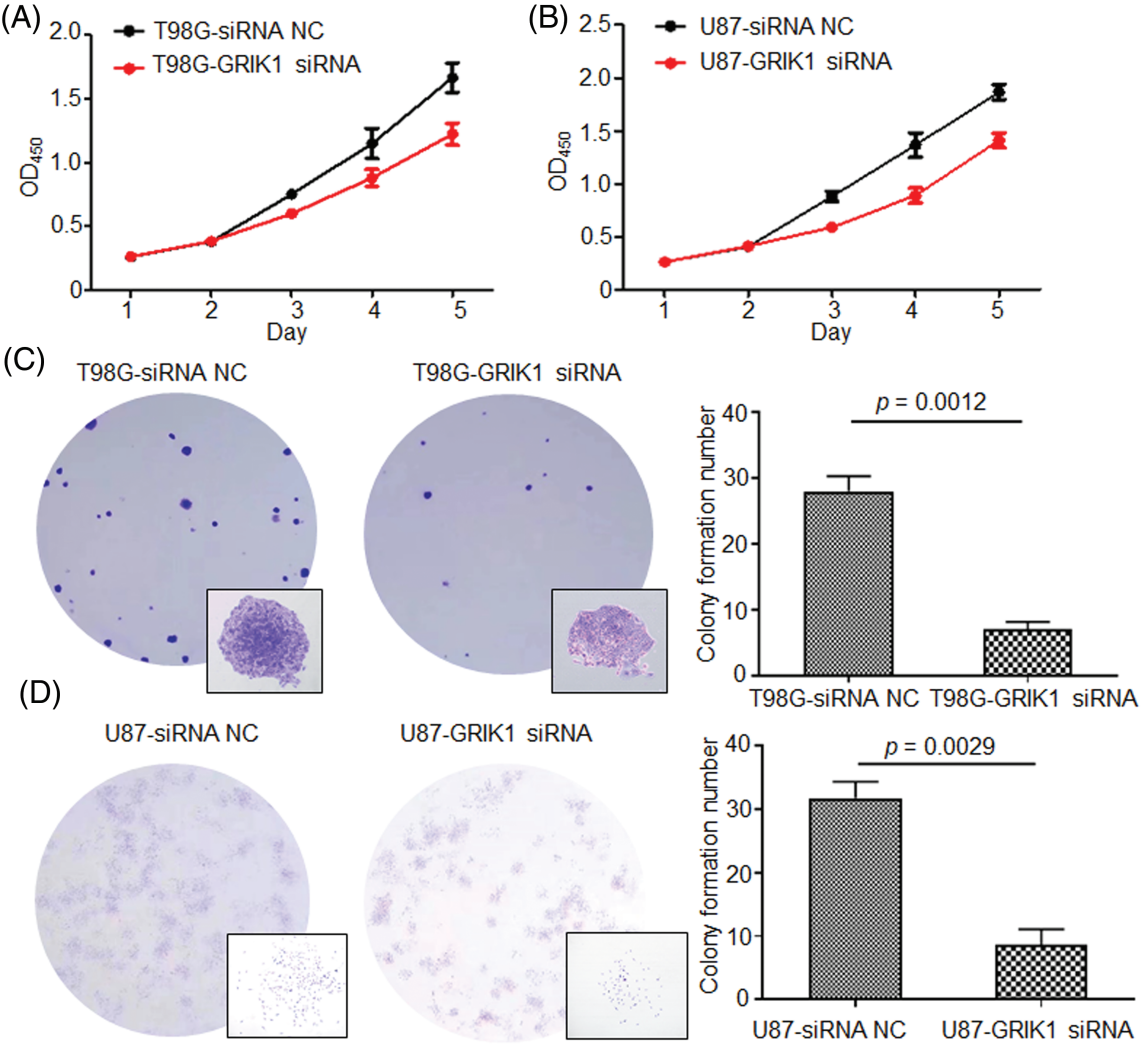
Knockdown of GRIK1 inhibits GBM cell growth ability. (A, B), Proliferation abilities of T98G (A) and U87-MG cells (B) with or without GRIK1 knockdown. (C, D), Colony formation assay of T98G (C) and U87-MG cells (D) with or without GRIK1 knockdown.

### Knockdown of GRIK1 inhibits GBM cell invasion ability

The scratch assay revealed that GRIK1 knockdown dramatically reduced an ability of GBM cells to migrate (Fig. 5). Further, both the Transwell and Matrigel-Transwell invasion assays revealed that GRIK1 knockdown significantly reduced GBM proliferation and migratory capabilities (Fig. 6).

**Figure 5:**
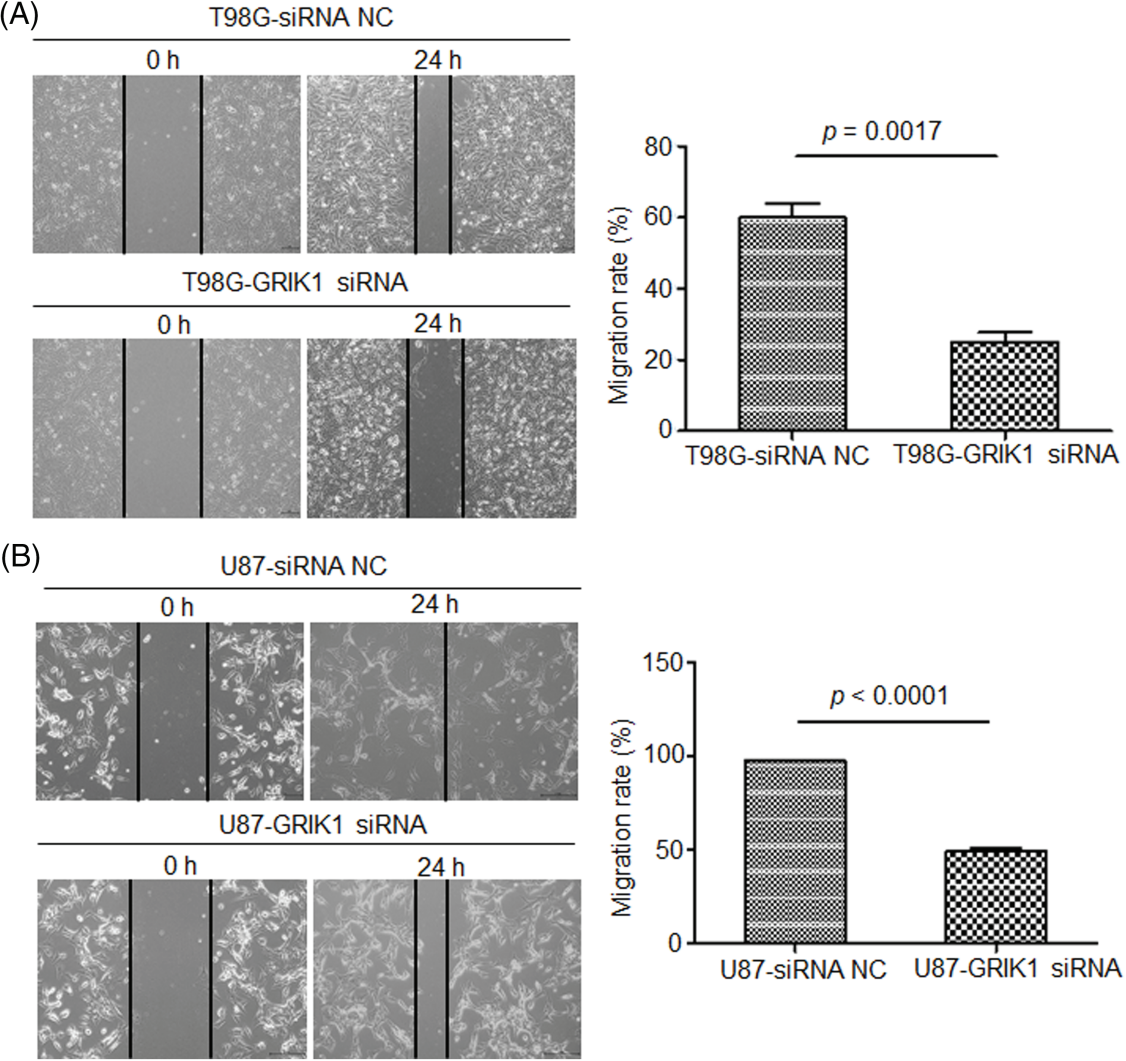
Knockdown of GRIK1 inhibits GBM cell migration ability. (A, B) Relative migration rate of T98G (A) and U87-MG cells (B) after scratching, with GRIK1 inhibition or negative control.

**Figure 6:**
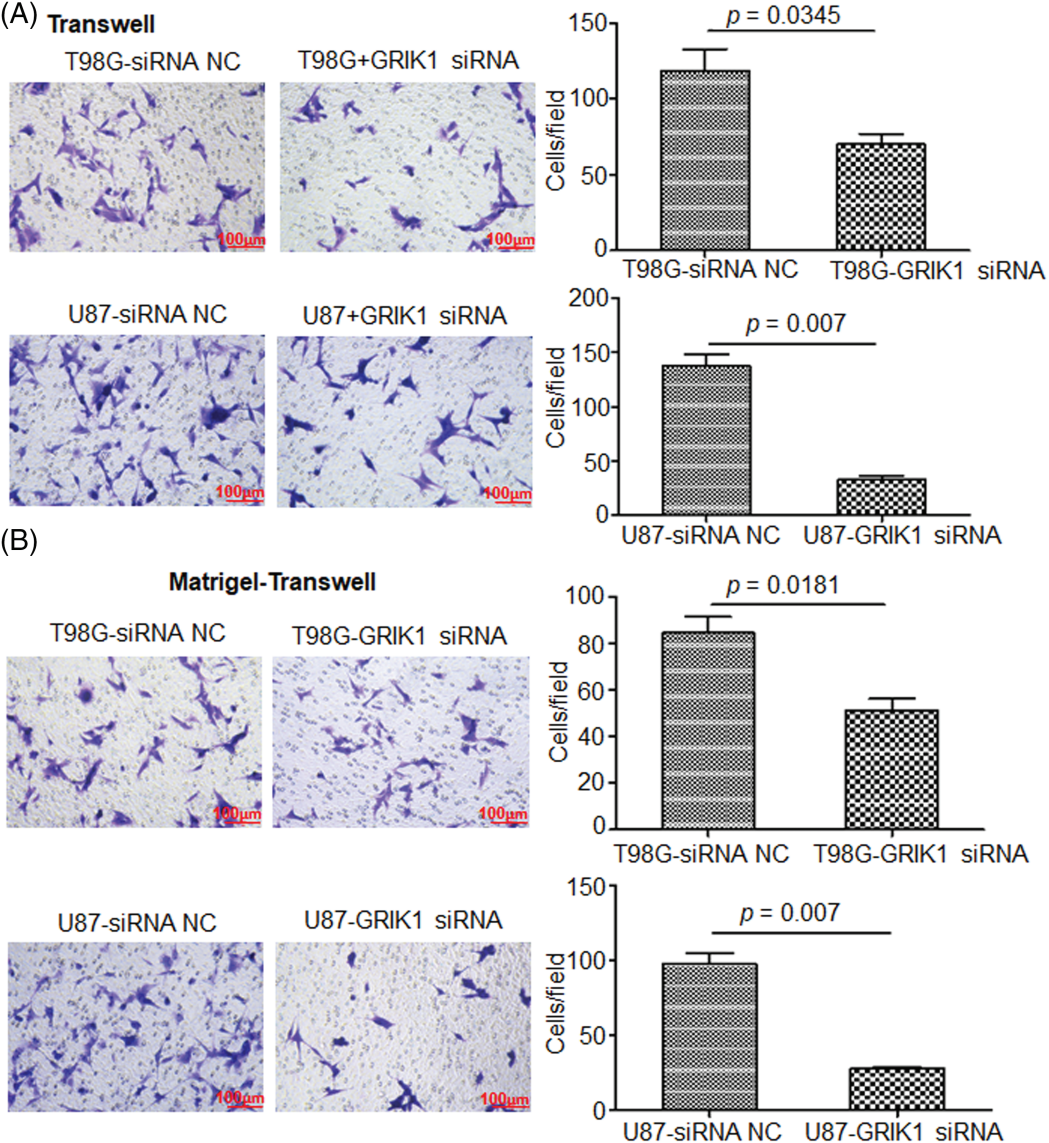
Knockdown of GRIK1 inhibits GBM cell invasion ability. (A, B), The numbers of migrated (A) or invading cells (B) in T98G and U87-MG, with GRIK1 inhibition or negative control.

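Total RNA of U87-MG cells, an established human glioblastoma line, was sequenced in 6 libraries, 3 of the negative control (NC) and 3 labelled GRIK1 siRNA. The labels number the latter 1, 2 and 3, which are also the numbers of the 3 siRNA sequences in the methods, and the deposited description names an shRNA. The paper states that siRNA1 was the sequence used after Fig. 3. The labels themselves do not settle whether these 3 libraries are replicates of a single siRNA or 1 library per sequence. The authors deposited the number of reads counted on each of 61806 genes, without normalization, together with FPKM values. Each of the FPKM values (100%) equals the count divided by the exonic size of the gene and by the total count of the library, after rounding. The paper's text does not name the aligner, the counting tool or whether the counting used strand. The total counts were 11099909, 11123053 and 14006968 in NC libraries 1, 2 and 3 (median 11123053), and 12384768, 12621674 and 13210932 in the libraries labelled GRIK1 siRNA (median 12621674). Between 23902 and 24993 genes had a count in the NC libraries, and between 26134 and 27049 in the others.

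The targeted gene, GRIK1 (ENSG00000171189), lies on the minus strand of chromosome 21 from 29536933 to 29940033 in the deposited table, whose coordinates are those of GRCh38. Its counts were 18, 9 and 8 in NC libraries 1, 2 and 3, and 15, 20 and 20 in the libraries labelled GRIK1 siRNA 1, 2 and 3. The mean was 0.233 ± 0.131 FPKM (SD, n = 3) in the NC libraries and 0.34 ± 0.0436 FPKM (SD, n = 3) in the libraries labelled GRIK1 siRNA. On the log2(FPKM + 1) scale, which understates the change of low genes, GRIK1 was 0.12 higher in the libraries labelled GRIK1 siRNA (two-sided exact permutation test, p = 0.4, where 3 libraries against 3 cannot give less than 0.1). The same difference had an adjusted p of 0.599 in limma-trend. A pseudocount of 0.1 in place of 1 moved it most, to 0.47. The summed counts were 55 in the libraries labelled GRIK1 siRNA against 35 in the NC libraries. Scaled to the library sizes that the TMM method of edgeR gave, their ratio put GRIK1 at 1.40 of its NC level. The exact 95% confidence interval of this ratio ran from 0.897 to 2.20 and covers counting error only. GRIK1 was not lower in the group named after its knockdown, so those libraries are called the libraries labelled GRIK1 siRNA here. BACH1 and GRIK1-AS1 overlap GRIK1 on the plus strand, which leaves the GRIK1 counts uncertain where strand was not used. GRIK1-AS1 had counts of 3, 7 and 6 in the NC libraries and 2, 2 and 3 in the others.

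**Figure D2:**
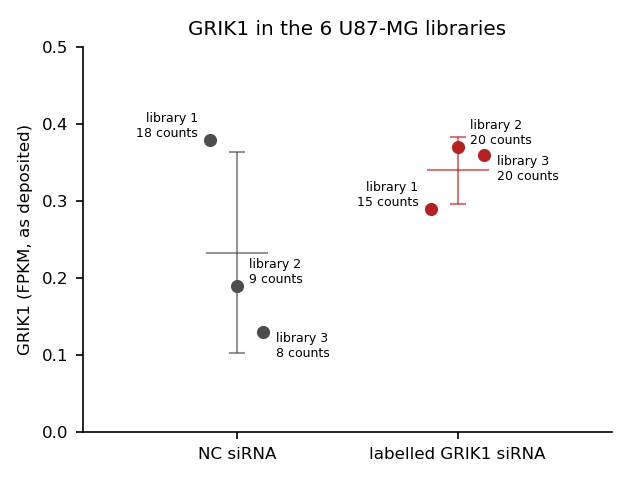
GRIK1 in FPKM in each of the 6 libraries (points, with the count beside each), with the mean and SD of each group of 3 (bars). The NC libraries lie between 0.13 and 0.38 FPKM and the libraries labelled GRIK1 siRNA between 0.29 and 0.37 FPKM, so the groups overlap.

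For the comparison across genes, the counts were scaled by the TMM method of edgeR and tested with its quasi-likelihood test, with Benjamini-Hochberg adjustment. The test covered the genes with a mean of at least 0.5 FPKM over the 6 libraries. A gene was called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change over 1, which are the dashed lines of Fig. 7B. GRIK1, with a mean of 0.287 FPKM, was below that filter. Without the filter, its log2 fold change was 0.44 (standard error 0.43, adjusted p = 0.620 from edgeR).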

To further investigate the molecular mechanisms of GRIK1 in GBM, transcriptome sequencing was carried out in U87-MG cells with or without GRIK1 knockdown. 

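Of the 15870 genes tested, 490 had an adjusted p under 0.05 in the edgeR test, and 224 of these also passed the fold change threshold. Between the libraries labelled GRIK1 siRNA and the NC libraries, 138 of the 224 genes were upregulated and 86 were downregulated. The smallest adjusted p was 0.0191. For each of the 224 genes, the 3 libraries of a group all lay above the 3 of the other. That held for 6104 (38.5%) of the tested genes, where chance gives 10%. Without the filter on low values, 664 genes were differentially expressed. The number depended on NC library 3. With that library left out, 491 genes were differentially expressed, 166 of which were among the 224. With any 1 of the other 5 libraries left out, 0 genes were, while between 2238 and 4434 genes had an unadjusted p under 0.05.

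Among the upregulated genes with the largest rises, LARP4B-DT (ENSG00000229869, chromosome 10 from 933026 to 942743) had 0 counts in each NC library and 21, 20 and 23 counts in the libraries labelled GRIK1 siRNA. Set against the limit that 3 counts give, it was at least 6.06-fold higher. ASIC4 (ENSG00000072182, chromosome 2 from 219514170 to 219538772) rose from 0.357 ± 0.356 to 12.8 ± 1.49 normalized CPM (SD, n = 3 each). Its log2 fold change was 5.16 (standard error 0.53, adjusted p = 0.0191 from edgeR). ASIC4-AS1 overlaps it on the opposite strand and had a log2 fold change of 2.68. HYI-AS1 (ENSG00000229348, chromosome 1 from 43453927 to 43456995) had a log2 fold change of 4.11 (standard error 0.63), and its counts are uncertain. This fold is imprecise, since the NC counts of HYI-AS1 were only 1, 4 and 0. HLCS-IT1 (ENSG00000237646, chromosome 21 from 36803984 to 36806284) lies inside HLCS on the same strand. HLCS-IT1 was at least 4.28-fold higher, while HLCS fell by 0.32 on the log2 scale. SLC22A20P (ENSG00000197847, chromosome 11 from 65213840 to 65242757), a pseudogene whose reads the counting could have shared with related genes, had a log2 fold change of 3.70 (standard error 0.48).

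The falls were smaller. HS3ST2 (ENSG00000122254, chromosome 16 from 22814162 to 22916338) went from 2.69 ± 0.257 to 0.766 ± 0.13 normalized CPM, a log2 fold change of -1.80 (standard error 0.29, adjusted p = 0.0310 from edgeR). The table gives no symbol for ENSG00000204876, with a log2 fold change of -1.79, or for ENSG00000239922, with -1.59. C16orf86, which ENKD1 overlaps on the opposite strand, had a log2 fold change of -1.65, and LRRN3, inside IMMP2L on the opposite strand, had -1.62. In the fits that each left out 1 of the libraries other than NC library 3, none of these 10 genes had an adjusted p under 0.05.

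**Figure D3:**
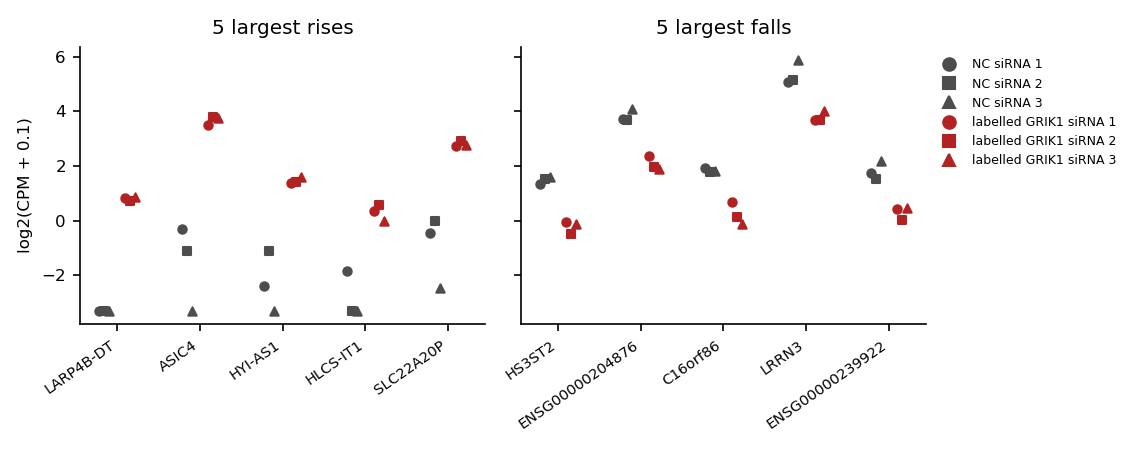
Normalized CPM per library of the 5 genes with the largest rise and the 5 with the largest fall, as log2(CPM + 0.1) on the y axis, with 1 point per library. LARP4B-DT is at 0 in each NC library, and each of the 10 genes has its 3 NC libraries on the same side of its other 3.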

We identified over 700 genes that were differentially expressed, including 245 downregulated and 527 upregulated genes (Figs. 7A and 7B). 

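The differentially expressed genes were tested for each GO term and KEGG pathway of Fig. 7C and Fig. 7D with a one-sided Fisher's exact test, using the terms that the deposited table assigns to each gene. It assigns the G1/S term to several pseudogenes and microRNAs in cancer to NBPF genes, so the p-values hold only for these assignments. The paper obtained the terms of both figures from the same libraries, so adjustment over those terms alone is no independent check. The background was the 12122 tested genes with a GO term, 171 of them differentially expressed, or the 7053 tested genes with a KEGG pathway, 89 of them differentially expressed. Regulation of the G1/S transition held 3 differentially expressed genes among 25 tested, against 0.353 expected (p = 0.00505, adjusted p = 0.0303 over the 12 terms of Fig. 7C that could be tested, Fisher's exact test). Over all 5109 GO terms with at least 5 tested genes, its adjusted p was 1. The AMPK signaling pathway held 7 of 137 genes, against 1.73 expected (p = 0.00164, adjusted p = 0.00819 over the 20 pathways of Fig. 7D, Fisher's exact test). The longevity regulating pathway held 7 of 99, against 1.25 expected (p = 0.000233, adjusted p = 0.00233, Fisher's exact test). MicroRNAs in cancer held 8 of 142, against 1.79 expected (p = 0.000396, adjusted p = 0.00264, Fisher's exact test). Over all 343 pathways, the adjusted p was 0.0784, 0.0399 and 0.0399 in that order. With NC library 3 left out, the 3 pathways were past 0.05, with adjusted p-values over Fig. 7D of 0.0582, 0.0816 and 0.186, while the G1/S term stayed at 0.0222.

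Together the 4 sets held 20 distinct differentially expressed genes, which is 8.93% of all 224, and 12 of the 20 were upregulated. In the G1/S term, E2F1 (ENSG00000101412, chromosome 20 from 33675477 to 33686385) fell from 21.9 ± 1.74 to 8.06 ± 1.5 normalized CPM (SD, n = 3 each), a log2 fold change of -1.44 (standard error 0.18, adjusted p = 0.0236 from edgeR). INO80 (ENSG00000128908, chromosome 15 from 40978880 to 41116280) rose from 39.7 ± 3.47 to 83.9 ± 1.58 normalized CPM, a log2 fold change of 1.08 (standard error 0.12). The third gene, ENSG00000229808, has no symbol in the table and had a log2 fold change of 1.92. In the AMPK pathway as the table assigns it, 4 genes were upregulated, among them ACACA with a log2 fold change of 1.20 and PFKFB4 with 1.29. The 3 downregulated genes were PLPP3 with -1.20, PPARGC1A with -1.23 and CDCA7 with -1.05. Memberships were used as the table gives them, and whether genes such as PLPP3 and CDCA7 act in the pathway was not checked. PLPP3 and PPARGC1A also belong to the longevity regulating pathway as the table assigns it. That pathway further held ADCY7 with a log2 fold change of 1.35, ERMN with 1.70 and WDR76 with -1.35. In microRNAs in cancer, HMOX1 had a log2 fold change of 1.61, NBPF14 1.80, NBPF10 1.86 and NBPF26 1.02 (0.91 without NC library 3). E2F1 is also a member of that pathway. The NBPF genes are close paralogs, so the reads counted on each are uncertain.

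**Figure D4:**
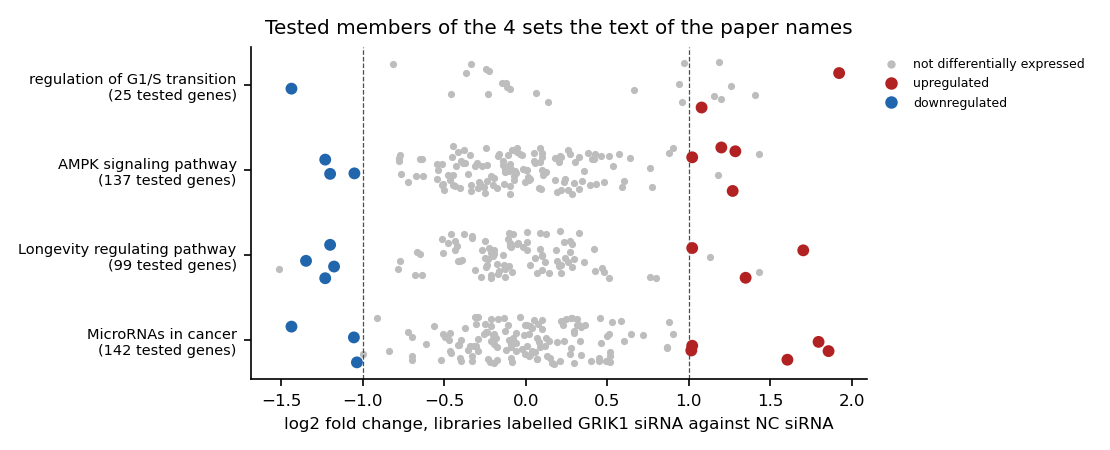
The log2 fold change (x axis) of each tested gene of the 4 sets (points, spread vertically for visibility), with differentially expressed genes in color and dashed lines at a log2 fold change of 1 either way. Of the differentially expressed genes, 12 lie to the right of 1 and 8 to the left of -1, with 4 of them drawn in more than 1 set.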

Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) analyses showed that most of the differentially expressed genes were associated with cancer-associated pathways, such as the regulation of the G1/S transition, the Adenosine 5′-monophosphate (AMP)-activated protein kinase (AMPK) signaling pathway, the longevity regulation pathway, and microRNAs in cancer (Figs. 7C and 7D).

**Figure 7:**
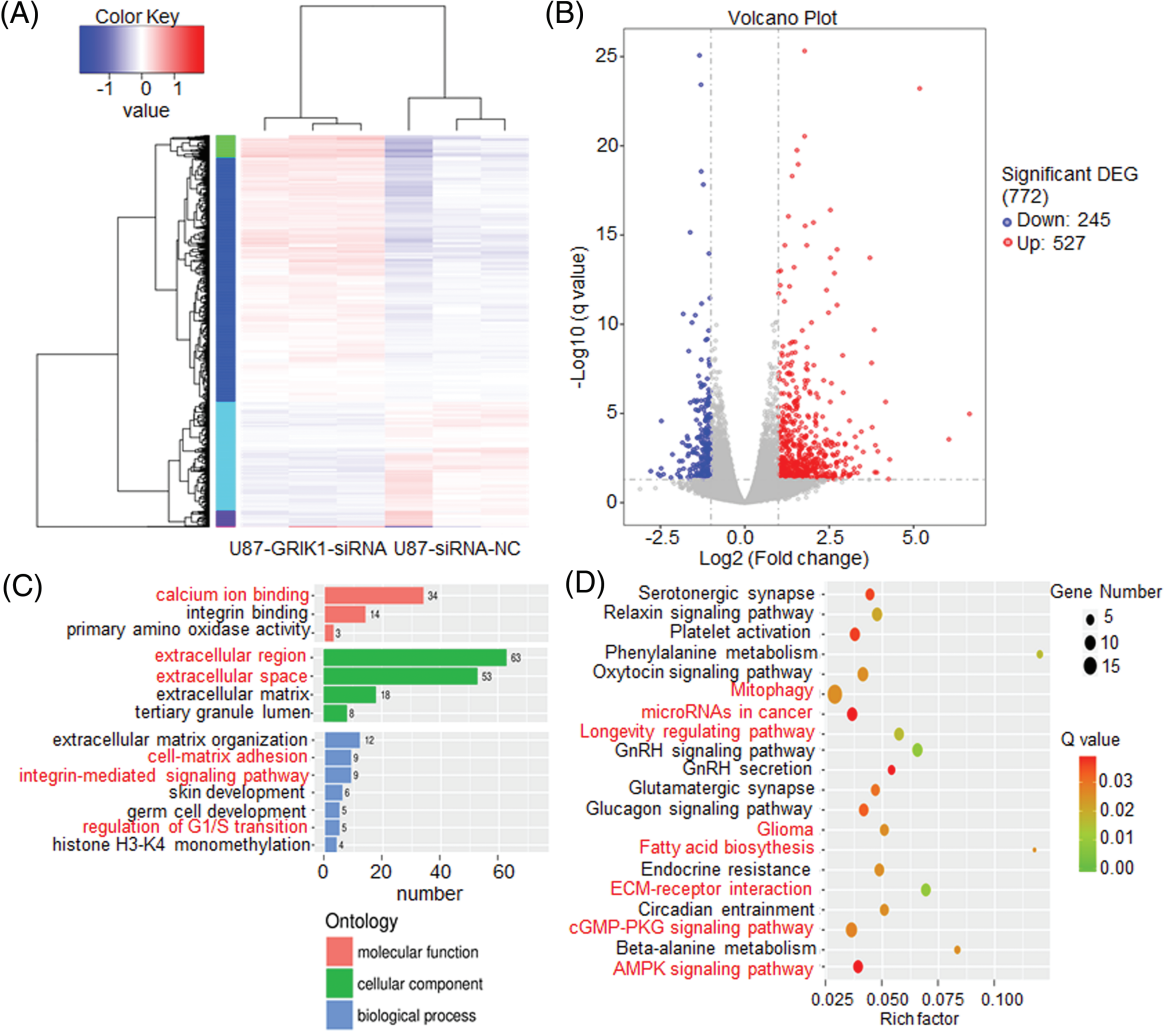
GRIK1 knockdown drastically lowers a variety of traditional disease-related factors. (A, B) Transcriptome sequencing results of U87-MG cells, with or without GRIK1 knockdown. (C, D) GO and KEGG analysis of differentially expressed genes in U87-MG cells, with or without GRIK1 knockdown.

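Of the 224 differentially expressed genes, 61.6% were higher in the libraries labelled GRIK1 siRNA, and the median log2 fold change of all tested genes was -0.02. Whether whole sets of genes moved in a direction was tested with camera of limma at its preset correlation of 0.01. Among the 32 terms and pathways of Fig. 7C and Fig. 7D, only skin development passed, and it was higher, with a median log2 fold change of 1.00 and 18 of 22 genes up (adjusted p = 0.0203 from limma's camera). Without NC library 3 it still passed, with a median of 0.57. With the test fry it did not pass (adjusted p = 0.0595), and 7 others did. They were the regulation of the G1/S transition (higher, adjusted p = 0.020 from limma's fry), primary amine oxidase activity, the AMPK signaling pathway (lower, adjusted p = 0.020), the longevity regulating pathway (lower, adjusted p = 0.0437), circadian entrainment, glioma and the relaxin signaling pathway. Of the G1/S term as the deposited table assigns it, 13 genes were higher and 12 lower. The higher ones included INO80 and TCF3, but also PKD1, PKD1P3, PKD1P4, PKD1P5, PKD1P6, NPIPA1 and NPIPA9. E2F1, BID, PSME1, PSME2 and PSME3 were among the lower ones. The direction of this term was not tested without the pseudogenes. The fry results depended on the libraries. Without NC library 3, 11 sets passed with fry. Skin development, the G1/S term and the longevity regulating pathway were among them, and the AMPK signaling pathway and glioma were not. Without library 3 of those labelled GRIK1 siRNA, 0 passed with fry. With an estimated correlation none passed. The medians of the sets the text names were 0.07 for the regulation of the G1/S transition (13 of 25 genes higher), -0.05 for the AMPK signaling pathway (63 of 137), -0.07 for the longevity regulating pathway (42 of 99) and 0.01 for microRNAs in cancer (72 of 142). The sign of each of these medians changed under at least 1 alternative. With a filter of 1 FPKM the G1/S term had -0.02, without a filter microRNAs in cancer had -0.03, and in limma on log2(FPKM + 1) the AMPK pathway had 0.03 and the longevity pathway 0.0040.

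Lists of genes for the processes of Figs. 4, 5 and 6 were fixed before the data were examined. The 24 tested proliferation genes had a median log2 fold change of -0.30, with 2 of 24 higher (adjusted p = 3.32e-05 from limma's camera over 4 lists). The 19 tested genes of the G1/S list had a median of -0.39, with 4 of 19 higher (adjusted p = 0.000304). The 23 migration and invasion genes had a median of -0.01, with 11 of 23 higher (adjusted p = 0.636), and their median was 0.08 in limma on log2(FPKM + 1). With fry, proliferation and G1/S also passed, and migration and invasion did not (adjusted p = 0.44) but passed, as lower, without NC library 3 and with array quality weights. Neither proliferation nor G1/S passed with an estimated correlation in the main fit (adjusted p = 0.0583 for each). With that correlation both passed at a mean FPKM of at least 1, and G1/S passed without the filter. Proliferation did so in limma-trend on log2(FPKM + 1), without trend and with a pseudocount of 0.1. With fry, proliferation did not pass without library 1 of those labelled GRIK1 siRNA or with the replicate number as a block. Proliferation and G1/S both passed with camera in each of the 6 fits that left out 1 library. Besides E2F1, the differentially expressed genes of the G1/S list were CDC6, with a log2 fold change of -1.05, and CDC25A, with -1.04. Without NC library 3 they had -0.89 and -0.90, short of the fold change threshold.

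The paper's introduction and discussion name 24 other genes. Of these, 16 were tested and 0 were differentially expressed, with log2 fold changes from -0.47 for SNAI2 to 1.32 for COL1A2 and 8 of 16 higher. An unadjusted p was under 0.05 for 5 of them, and 1 of 16, SNAI2, passed when adjusted over the list alone. None passed when adjusted over all genes tested, where SNAI2 had an adjusted p of 0.0618 from edgeR and COL1A2 had 0.107. With NC library 3 left out, 7 of 16 had an adjusted p under 0.05 and 0 of these passed the fold change threshold. In that fit, COL1A2 had a log2 fold change of 0.95 and SNAI2 had -0.47.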

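Across the tested genes, on the log2 CPM scale, the Pearson correlation was 0.990 between NC libraries 1 and 2. It was between 0.989 and 0.992 among the libraries labelled GRIK1 siRNA, and between 0.980 and 0.982 from these to NC libraries 1 and 2. NC library 3 had the lowest correlations, at 0.964 and 0.968 with the other NC libraries and between 0.952 and 0.955 with the libraries labelled GRIK1 siRNA. These are correlations across genes, which are not independent replicates. The first principal component, with 59.5% of the variance, set NC library 3 apart from the other 5 libraries. The second component, with 19.2%, set NC libraries 1 and 2 apart from the libraries labelled GRIK1 siRNA and from NC library 3. The common dispersion of edgeR was 0.0391 with all 6 libraries and 0.00298 without NC library 3. Ribosomal protein genes took 9.37% of the counts in NC library 3, against 5.24% and 5.50% in the other NC libraries and between 4.79% and 4.86% in the libraries labelled GRIK1 siRNA. No pair of libraries held the same reads, since the mean chi-square per gene between 2 libraries was at least 2.32.

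**Figure D5:**
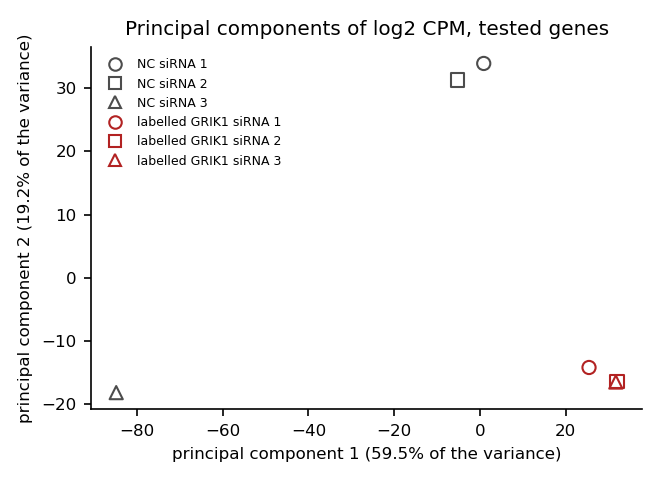
The first (x axis) and second (y axis) principal components of the log2 CPM values of the tested genes, with 1 symbol per library. NC library 3 lies at -84.9 on the first component, and the other 5 libraries lie between -5.25 and 32.0.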

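Of the 14 GO terms of Fig. 7C, 12 were present in the deposited annotation, and tertiary granule lumen and histone H3-K4 monomethylation were not analysed here. Of the 12 terms, 10 passed an adjusted p of 0.05 over the terms of the figure alone. The figure shows terms from the paper's own test of the same libraries, so passing here is no independent support. The 2 that did not pass were cell-matrix adhesion (2 of 51 tested genes) and extracellular matrix organization (3 of 67). The largest number was in extracellular region, with 18 of 771 genes against 10.9 expected (adjusted p = 0.0456, Fisher's exact test). Calcium ion binding held 11 of 334 genes (9 upregulated and 2 downregulated, adjusted p = 0.0311). Over all GO terms, 1 passed, integral component of plasma membrane, with 22 of 522 genes against 7.36 expected (adjusted p = 0.0212). It is not a term of Fig. 7C.

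Of the 20 KEGG pathways of Fig. 7D, 8 passed over the pathways of the figure alone, which also come from the same libraries. The smallest p belonged to endocrine resistance, with 8 of 106 genes against 1.34 expected (6 upregulated and 2 downregulated, adjusted p = 0.00103). Glioma held 4 of 78 genes against 0.984 expected (2 in each direction, adjusted p = 0.0416). Mitophagy held 8 of 838 genes, fewer than the 10.6 expected. Over all pathways, 5 passed. That number was 0 without NC library 3, 0 with robust fitting, 2 without the filter and 4 with DESeq2. With NC library 3 left out, 11 terms of Fig. 7C and 4 pathways of Fig. 7D passed over their figure. Calcium ion binding, endocrine resistance and glioma were not among these. With the downregulated genes alone, 0 terms of Fig. 7C passed, with 1 at an unadjusted p under 0.05, and 1 pathway of Fig. 7D passed. From its GO and KEGG analyses, the paper concludes that most of its differentially expressed genes belong to pathways associated with cancer.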

Together, the current work investigated GRIK1’s function in GBM growth and invasion potential. The levels of GRIK1 were significantly elevated in the GBM and recurrent GBM samples. Additionally, short survival times and poor prognosis were linked to high levels of GRIK1. The ability of GBM cells to develop and invade was decreased after GRIK1 inhibition. Our research indicates that GRIK1 is a new and important element in the development of GBM and may be used as a new biomarker for the detection and treatment of GBM patients.

## Discussion

GBM is the most aggressive and lethal kind of glioma, with the worst prognosis. There have been numerous attempts to create new medications and increase patient survival, but the results have not been sufficiently good [32]. New prognostic markers and targets are essential to improve GBM treatment. Yet, the molecular mechanisms of GBM invasive growth remain largely unknown. In brain regions responsible for learning and memory, GRIK1 is encoded by the GRIK1 gene [17], which is located on chromosome 21q21.1–22.1 [16]. In previous studies, the relationship between GRIK1 and disease has been studied in multiple fields [22,23,27–29,31]. However, GRIK1’s pathogenic roles and mechanisms in GBM are still unknown.

Considering that cancer cells proliferate more quickly and have higher metabolic efficiency than normal cells, glutamate’s participation in the energy cycle is essential in tumor cells and rapidly proliferating cells. Glutamate is an external ligand that can activate various glutamate receptors in the autocrine/paracrine circuit and the signaling pathways involved in the proliferation of cells. The presence of intracellular glutamate also aids in the activation of glutamate receptors, which in turn causes various signals and controls cell growth [20]. Ionic glutamate receptors are involved in the most rapid excitatory synaptic transmission in the central nervous system. These receptors are crucial for the formation of learning and memory, but excitotoxicity caused by excessive activation of glutamate receptors leads to neuronal dysfunction and death. Indeed, excitotoxicity is involved in the pathogenesis of many neurodegenerative diseases with different etiologies, such as Alzheimer’s disease and Parkinson’s disease [33,34]. Single-nuclear RNA sequencing revealed that GRIK1 levels were considerably greater in the recurrent GBM samples than in the primary GBM samples. This suggests that GRIK1 may be strongly related to the prognosis of GBM. To investigate the relevance of GRIK1 in GBM prognosis, the levels of GRIK1 in freshly obtained normal brains (n = 5) and GBM tissues (n = 8) were examined by RT-qPCR and WB. GBM tissues compared with the normal tissues. Furthermore, survival analysis was performed in the TCGA database, and the expression levels of GRIK1 were detected by tissue microarray. We found that lower survival rates in GBM patients were significantly associated with greater levels of GRIK1. There are many molecules associated with GBM prognosis, and we confirmed that GRIK1 is one of them. The latest research has shown that Sprouty4 (SPRY4) is an independent favorable prognostic factor of GBM, and it could suppress GBM invasion by the ERK–ETS–MMP9 axis [32]. In addition, the expression levels of miR-373 and miR-520s, along with CD44, may be useful biological markers of the prognosis of GBM since they work by inhibiting CD44 expression in GBM cells [35].

We conducted several cell function tests to clarify the pathogenic functions of GRIK1 in the development of GBM. First, we selected U87-MG and T98G cells with higher levels of GRIK1 in an array of cell lines by RT-qPCR and WB and then knocked down their expression of GRIK1 efficiently. Meanwhile, we assessed the pathological roles of GRIK1 in the proliferation and invasion abilities of GBM, with or without CHRM3 knockdown. CCK8 showed that inhibition of GRIK1 significantly reduced cell reproduction abilities. The Matrigel-Transwell invasion assay, colony formation investigations, and wound healing assays all demonstrated that the capacity of GBM cells to invade was greatly reduced when GRIK1 was inhibited. The molecular mechanisms of GBM growth and invasion are extremely complex and include many factors, such as lactate dehydrogenases [36], mitogen-activated protein kinase kinase kinase 1(MAP3K1)/c-JUN signaling-axis [37], Hsa_circ_0072309 [38], RNA-binding motif protein 8A (RBM8A) [9], LINC01711 [10],COL1A2 [11], adipocyte enhancer-binding protein 1 (AEBP1) [39], Nucleobindin-2 [40], the cross-talk between Notch1 signaling and CXCL12/CXCR4 system [41], PRL1/USP36/Snail2 axis [42], Zinc finger CCCH-type containing 15 (ZC3H15) [43], circ_0060055 [44], and Rhoj/Rac1/PAK signaling [45], etc.

GRIK1 is associated with many diseases, and it has many modification sites, such as common phosphorylation [46], glycosylation [47], and SUMOylation [48], etc. Therefore, GRIK1 may have great potential for drug research, especially for its relationship with tumors.

Regrettably, specific regulation mechanisms between GRIK1 involved in cancer invasive growth in GBM cells remain unclear, and transcriptional factors regulations after GRIK1 need further studies.

## Supplementary Materials

## Data Availability

All data are available from the corresponding author upon reasonable request. The single nuclear-sequences data has been deposited in the Genome Sequence Archive in National Genomics Data Center, China National Center for Bioinformation/Beijing Institute of Genomics, Chinese Academy of Sciences (GSA-Human: HRA003631) that are publicly accessible at https://ngdc.cncb.ac.cn/gsa-human. The data of transcriptome analysis has been deposited in GEO (accession numbers: GSE242008) that are publicly accessible at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE220083.

How the deposited data were processed for this re-analysis (not part of the article)

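RNA sequencing of U87-MG cells was analysed, with 3 libraries of the negative control (NC) and 3 libraries labelled GRIK1 siRNA. Each library was assigned to its group by its label alone. The labels do not state whether the numbers 1, 2 and 3 of the libraries labelled GRIK1 siRNA are replicates or siRNA sequences, and they were used as replicate numbers.

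The authors deposited a table of 61806 genes with the reads counted on each gene, as whole-number counts without normalization, and the FPKM values that the authors computed from those counts, scaled to the total count of the library and to the exonic size of the gene. The formula was checked on the table and gave 100% of the FPKM values. The total counts per library lay between 11099909 and 14006968. No library was pooled and 0 columns of values were left unassigned. In the table, 0 entries name no gene. The paper's text names no aligner, counting tool, strand setting or test for these libraries, and its statistics section gives SPSS and a two-sided p under 0.05 for the whole paper. Of the genes in the table, 58254 are also in GENCODE 29 and 41657 of those have the same start and end there, so coordinates were read as GRCh38. A symbol was missing for 20417 genes, and 688 of them were named from a table of gene names.

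The design written before the data were examined assumed a table of FPKM alone and named a count test in case counts were found. Counts were found, so the main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with TMM scaling, without a block or another covariate, and with Benjamini-Hochberg adjustment. Genes with a mean FPKM over the 6 libraries of at least 0.5 were tested, which left 15870. Calls used an adjusted p under 0.05 and an absolute log2 fold change over 1. GRIK1 was compared on log2(FPKM + 1) with a two-sided exact permutation test, and with limma-trend in limma 3.58.1 beside it. GO terms and KEGG pathways were taken from the deposited table and tested with a one-sided Fisher's exact test in scipy 1.17.1, against the tested genes with at least 1 term. Adjustment was over the terms of the figure and, separately, over all terms with at least 5 tested genes. Sets were tested as a whole with camera at a correlation of 0.01 and with fry, on log2 CPM with a prior count of 2. Principal components used the same values. Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 were used for the remaining steps.

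Besides the terms of Fig. 7, lists of proliferation, G1/S, migration and invasion, interferon response and glutamate receptor genes were tested. The list of glutamate receptors had 1 tested gene, GRIA3, and could not be tested as a set. Genes with a match to the seed of each siRNA guide (positions 2 to 8) in an annotated 3′ UTR of GENCODE 29 were compared with 10000 random lists matched on mean expression (10 bins) and UTR length (5 bins). The genes named in the text follow a rule fixed before the data were examined. It takes GRIK1 and the other glutamate receptor genes, each gene that the paper's introduction or discussion names, the 5 largest rises and the 5 largest falls among differentially expressed genes whose groups do not overlap, at most 5 differentially expressed members of each of the 4 sets the results name, and the differentially expressed members of the lists.

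The depth sets the precision. A gene with 0 counts in a library could still have up to 3 counts (95% limit). Folds against a group with each library at or under that limit are given as lower bounds. HYI-AS1, with NC counts of 1, 4 and 0, fell outside this rule, and its fold is given as fitted. Intervals and limits cover counting error only. With 3 libraries against 3, an exact permutation test cannot give a p below 0.1.

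The tests were tried on simulated counts with the means, library sizes and spread of the 6 libraries, in which 200 of 15870 genes were changed. Each simulated library was drawn with the same spread, so none departed from the others as NC library 3 does. edgeR recovered 197 of them with 3 false calls, DESeq2 197 with 9, and limma-trend 193 with 1. A shifted set of 60 genes was recovered by camera and by fry. Of 5 planted terms 5 were recovered, and 200 random genes gave 0 of 5109 terms.

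The alternatives set before the data were examined were a pseudocount of 0.1, no filter or a mean FPKM of at least 1, median-of-ratios scaling, quantile normalization, the replicate number as a block, array quality weights, no trend in eBayes, leaving out each library in turn, a fold change threshold of 1.5, DESeq2 1.42.0, other backgrounds and directions for the terms, and other set tests. The alternatives of pseudocount, quantile normalization, weights and trend have no meaning for counts, so they were run in limma on log2(FPKM + pseudocount). GC correction by lowess with a span of 0.3, robust fitting, filterByExpr and further combinations were added after the data were seen. Survival by GRIK1 staining was computed from the supplementary table in aggregate, with each listed time taken as a death. Single-nucleus sequencing and the TCGA data were not analysed here. A result on the counts of HYI-AS1 is not reported here.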

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

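The GC correction was chosen only after the data were seen.

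The 5 genes with the largest rises are genes that the paper does not discuss, and each was higher in each library labelled GRIK1 siRNA than in each NC library. The fitted log2 fold changes were 7.34 for LARP4B-DT, 5.16 for ASIC4, 4.11 for HYI-AS1, 4.10 for HLCS-IT1 and 3.70 for SLC22A20P. For LARP4B-DT and HLCS-IT1 the fitted value depends on the prior count and is no bound. The fitted value of HYI-AS1 is imprecise too. Its NC counts were 1, 4 and 0, and their mean of 0.149 normalized CPM was under the limit of 0.269. Without NC library 3 the values were 7.34, 4.55, 3.51, 3.54 and 3.17 in that order, and each gene passed the thresholds. With the GC correction they lay between 3.69 and 7.35, which argues against GC content as their cause. Reads shared with related genes remain open for SLC22A20P, a pseudogene, since the counts do not show which reads matched more than 1 gene. HLCS-IT1 lies inside HLCS on the same strand, so reads of HLCS could add to its counts. A candidate explanation for genes inside introns is more RNA from introns of expressed genes. Across 158 sense-intronic genes, the median difference from the log2 fold change of the gene holding them was 0.57, and 0.30 without NC library 3. No biological explanation was tested for these 5 genes, and a change caused by GRIK1 is not open to a test where GRIK1 itself was not lower.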

How the results depend on the processing

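The count of differentially expressed genes was 224 as reported. With NC library 3 left out it was 491, and with any 1 of the other 5 libraries left out it was 0, a range of 0 to 491 across the 6 fits that each left out 1 library. Over the same fits the upregulated genes ranged from 0 to 332, the downregulated genes from 0 to 159 and the genes with an adjusted p under 0.05 from 0 to 5591. In the fits with 0 genes, between 2238 and 4434 genes had an unadjusted p under 0.05. On simulated data with 1 library left out, edgeR recovered 193 of 200 changed genes by adjusted p alone. The simulated libraries were all drawn with the same spread, and none departed as NC library 3 does. That simulation therefore does not show what a fit with NC library 3 and without another library should give. The common dispersion fell when NC library 3 was left out, and the cause of its departure was not settled.

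Without the filter on low values, 34080 genes were tested and 664 were differentially expressed (448 upregulated and 216 downregulated), with 1403 at an adjusted p under 0.05. DESeq2 gave 498 (338 and 160) and 1676. Array quality weights in limma gave 402 (289 upregulated) and 8609. The estimation of these weights stopped before its tolerance was reached, and it gave NC library 2 a weight of 17.5 and NC library 3 a weight of 0.0499, so that result rests on few libraries. The pseudocount of 0.1 gave 125 genes, 33 of them downregulated, and 280 at an adjusted p under 0.05. Quantile normalization gave 134, 23 and 756 in that order, and limma without trend gave 104, of which 90 were upregulated and 14 downregulated. A fold change threshold of 1.5 gave 471 genes, 247 upregulated and 224 downregulated. With no adjustment, 3987 genes had a p under 0.05. With the replicate number as a block, 0 genes were differentially expressed, 0 were upregulated, 0 were downregulated and 0 had an adjusted p under 0.05, while 3324 had an unadjusted p under 0.05. The numbers do not pair the libraries, since the correlations of libraries with the same number were -0.07, 0.04 and -0.04, so the block uses degrees of freedom without a pairing to account for. For the other settings the cause was not tested.

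The alternatives added after the data were seen gave the following. Limma-trend on log2(FPKM + 1) gave 113 differentially expressed genes, 16 of them downregulated. The GC correction gave 909 genes with an adjusted p under 0.05. The block with the GC correction gave 23 genes (20 upregulated, 3 downregulated), all 23 at an adjusted p under 0.05. The GC correction without NC library 3 gave 497 (349 and 148) and 5878. DESeq2 without the filter gave 562 (372 and 190) and 1504, and DESeq2 without NC library 3 gave 377, of which 250 were upregulated, and 4210. The cause was not tested.

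Of the 12 terms of Fig. 7C, 10 passed as reported. The number was 3 in limma-trend on log2(FPKM + 1), 4 with a pseudocount of 0.1, 2 without trend, 1 with the block and GC correction, 1 with robust fitting and 0 with the downregulated genes alone, where 1 term had an unadjusted p under 0.05. Of the 20 pathways of Fig. 7D, 8 passed as reported. The number was 16 without the filter, 2 at a mean FPKM of at least 1, 17 with DESeq2, 0 in limma-trend on log2(FPKM + 1), 2 with a pseudocount of 0.1, 0 with quantile normalization, 1 with array quality weights, 0 without trend and 4 without NC library 3. It was 5 with the GC correction, 1 with the block and GC correction, 4 with robust fitting, 19 with DESeq2 without the filter and 1 with the downregulated genes alone. The number of genes called differs between these settings, and the cause was not tested further. The test of terms could not be run where 0 genes were differentially expressed, which were the block and the 5 fits that left out a library other than NC library 3.

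Among the sets of Fig. 7, 1 moved as a whole with camera. The number was 0 without the filter, 0 with a pseudocount of 0.1, 7 with fry and 0 with an estimated correlation. With camera it ranged from 0 to 1 across the fits that left out 1 library, with 0 without library 1 of those labelled GRIK1 siRNA. With fry it ranged from 0, without library 3 of those labelled GRIK1 siRNA, to 11 without NC library 3. Fry gave 0 with the replicate number as a block and 1 at a mean FPKM of at least 1. Of the gene lists 3 moved with camera and 0 with an estimated correlation in the main fit, while each fit that left out 1 library kept 3 with camera. With an estimated correlation the number was 2 at a mean FPKM of at least 1. Matches to 1 siRNA seed were lower as reported, 2 with a match of 6 bases, and from 1 to 2 across the fits that left out 1 library, with 2 without library 2 of those labelled GRIK1 siRNA. The difference of the siRNA2 matches from matched lists was -0.0018 as reported and ranged from -0.0069 to 0.0033 across the fits that left out 1 library. It was above 0 without each of the libraries labelled GRIK1 siRNA (0.0033, 0.0016 and 0.0024) and at 0.0028 with lists also matched on GC content. That of siRNA3 was -0.0195 as reported and ranged from -0.0255 to 0.0095, the latter without NC library 3, and it was 0.0079 with lists matched on GC content and 0.0013 with the GC correction without NC library 3. The cause was not tested.

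GRIK1 was higher in the libraries labelled GRIK1 siRNA under each alternative that gave it a value, from 0.01 with quantile normalization to 0.47 with a pseudocount of 0.1. At a mean FPKM of at least 1 it has no value. Its low counts limit what could be detected. For the 27 other named genes and the 3 differences of seed matches, the alternatives that kept all libraries changed 78 results (75 weaker, 1 stronger and 2 reversed). Without NC library 3 each of the 27 named genes kept an adjusted p under 0.05, while NBPF26, CDC6 and CDC25A no longer passed the fold change threshold, with log2 fold changes of 0.91, -0.89 and -0.90. With DESeq2 without NC library 3, 1 of the 27 was weaker. Of the fits that left out 1 library, 135 results were weaker, 4 were reversed, 1 was stronger and 40 were the same. The log-rank p of survival by staining was 0.0223, 0.0425 with Gehan's weights and 0.0266 by permutation.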

Differences from the paper's values

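The paper's text gives 527 upregulated and 245 downregulated genes, against 138 and 86 here. Of the alternatives set before the data were examined, the fit without the filter on low values gave 448 and 216, within a factor of 1.5 of the paper's, and a fold change threshold of 1.5 gave 224 downregulated genes. The other alternatives set beforehand did not come within that factor. DESeq2 without the filter gave 372 and 190, a setting that was chosen after seeing the values.

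In Fig. 7C, read by eye, the paper has about 34 genes for calcium ion binding (11 here), about 14 for integrin binding (4 here), about 3 for primary amine oxidase activity (1 here), about 63 for extracellular region (18 here), about 53 for extracellular space (15 here) and about 18 for extracellular matrix (5 here). It has about 12 for extracellular matrix organization (3 here), about 9 for cell-matrix adhesion (2 here), about 9 for the integrin-mediated signaling pathway (4 here), about 6 for skin development (2 here), about 5 for germ cell development (2 here) and about 5 for the regulation of the G1/S transition (3 here). The fit without the filter gave 28, 12, 3, 54, 48, 15, 11, 9, 8, 6, 4 and 5 in that order, each within a factor of 1.5 of the paper's. DESeq2 gave 46 for extracellular region, 15 for extracellular matrix, 9 for its organization, 5 for skin development, 4 for germ cell development and 4 for the G1/S term. Without NC library 3 extracellular matrix had 14, its organization 9 and skin development 5, and array quality weights gave 4 for skin development. No other alternative set before the data were examined closed these gaps.

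In Fig. 7B, read by eye, the largest value of -log10 of the adjusted p is about 25, against 1.72 here. DESeq2 gave 30.6, which is within a factor of 1.5. The other alternatives set before the data were examined were not. DESeq2 without the filter, chosen after seeing the values, had 5.1e-22 as its smallest adjusted p, which is also within that factor.

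Fig. 7C also shows extracellular matrix organization and cell-matrix adhesion, which did not pass here. Both passed without the filter, without NC library 3, and in 3 settings chosen after seeing the values, which were DESeq2 without the filter, DESeq2 without NC library 3 and the GC correction without NC library 3. Extracellular matrix organization alone passed with DESeq2, quantile normalization, array quality weights, the upregulated genes alone and, chosen after seeing the values, the GC correction. Of the 12 pathways of Fig. 7D that did not pass here, 10 passed without the filter, 10 with DESeq2, 7 with the upregulated genes alone, 2 without NC library 3 and 1 with array quality weights. Of the settings chosen after seeing the values, DESeq2 without the filter passed 11 of them, the GC correction without NC library 3 passed 7, DESeq2 without NC library 3 passed 4 and the GC correction 2.

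The paper reports efficient knockdown of GRIK1 from its own measurements in U87-MG and T98G cells (Fig. 3). In the RNA sequencing, GRIK1 was not lower in the libraries labelled GRIK1 siRNA (ratio of counts 1.40). The title of the legend of Fig. 7 says that factors are lowered, and 138 of the 224 differentially expressed genes were higher.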

Other observations

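The tests for GC content as the whole departure of NC library 3, gene length, depth, an exchange of libraries, ribosomal protein genes, the 3 tests on GRIK1, the test of transcripts without a poly(A) tail in the libraries labelled GRIK1 siRNA and the matched ranges of these transcripts were chosen only after the result was seen.

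NC library 3 departs from the other libraries. GC content is part of it, since its log2 difference from NC libraries 1 and 2 had a Spearman correlation of -0.316 across genes with GC content. The SD across genes of that difference was 0.763 before and 0.724 after a GC correction, so GC content was not the whole departure. Gene length (Spearman correlation 0.00406) argues against a length bias. Drawn down to 11100604 counts, NC library 3 still had a Pearson r of 0.964 with NC library 1, which argues against depth. Without ribosomal protein and mitochondrial genes r was 0.964, against 0.990 for NC libraries 1 and 2. Its largest r with a library labelled GRIK1 siRNA was 0.955, below those with the NC libraries, which argues against an exchange. A different selection of RNA in NC library 3 cannot be told apart. Its 19 tested transcripts without a poly(A) tail had a median difference of 0.20, inside the 95% range of lists matched on expression (-0.63 to 0.25), while its sense-intronic genes had -0.67, below their range (-0.33 to -0.05). What remains may also be a difference between cultures or library preparations, which the labels do not record, and no biological explanation was tested.

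GRIK1 was not lower in the libraries labelled GRIK1 siRNA. The lower bound of the ratio of counts was 0.897, so a GRIK1 at 0.5 of its NC level hidden by counting error is argued against at this depth. The upper bound, 2.20, leaves open whether the labels of the 2 groups were exchanged, which cannot be told apart at these counts. Reads of BACH1 counted on GRIK1 cannot be told apart either, since BACH1 had a log2 fold change of -0.32 with all libraries and 0.028 (standard error 0.07) without NC library 3. Knockdown that changes protein but not RNA was not analysed here.

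Several explanations of the difference between the groups were tested. The interferon response list had a median log2 fold change of -0.34, with 4 of 17 genes higher (adjusted p = 0.0126 from limma's camera, 0.0421 with fry and 0.253 with an estimated correlation). Without NC library 3 the median was -0.19. These values argue against a higher interferon response in the libraries labelled GRIK1 siRNA. A response to transfected RNA in both groups would cancel in this comparison, and a stronger one in the NC libraries is left open. Matches to the siRNA1 seed had a median of -0.10, against -0.053 for matched lists. Without NC library 3 these medians were -0.025 and 0.0029. With all libraries, the share of 10000 matched lists as low was 0.0001, the smallest they can give. The shares were 0.457 for siRNA2 and 0.042 for siRNA3, which was 0.775 with GC-matched lists and 0.879 without NC library 3. For siRNA1 the share was 0.0009 with GC-matched lists and 0.0008 without NC library 3. Of 419 other orders of the bases of its site, 2.39% were as low, which argues against base composition. The values are consistent with seed effects of siRNA1, and the difference from matched lists is small. With each library labelled GRIK1 siRNA compared alone with the NC libraries, the shares for libraries 1, 2 and 3 were 0.0001 each for siRNA1, 0.345, 0.547 and 0.683 for siRNA2, and 0.0067, 0.28 and 0.114 for siRNA3. These comparisons share the NC libraries. With each library compared with the other 2 labelled GRIK1 siRNA, the shares as low were 0.0012, 0.998 and 0.945 for siRNA1, 0.373, 0.368 and 0.244 for siRNA2, and 0.0001, 0.991 and 0.999 for siRNA3, so a share as small as 0.0001 also arises within the group. None of these values was used to assign a sequence to a library. GC content had a Spearman correlation of -0.0932 with the fold change against NC libraries 1 and 2, which argues against GC bias as the whole difference. Of the 10 splits of the 6 libraries, 1 gave as many differentially expressed genes, the real one, while the others gave 0, with 73 to 504 genes at an unadjusted p under 0.05. With 3 libraries against 3 this share cannot be under 0.1.

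Genes inside introns and antisense genes were higher in the libraries labelled GRIK1 siRNA. The 182 sense-intronic genes had a median log2 fold change of 0.57, with 146 higher, and 0.53 with the 20 genes at or under the count limit set at their bounds. The 1042 antisense genes had 0.33, or 0.31 with such genes at their bounds. With quantile normalization the antisense median was 0.070 and without NC library 3 it was 0.18, so its size depends on these choices and what follows is for the sense-intronic genes. Lists matched on expression reached 0.208 at the upper end of their 95% range for the sense-intronic genes, which argues against low expression alone. Without NC library 3 the sense-intronic median was 0.35, with quantile normalization 0.25 and with the GC correction 0.58, so neither NC library 3 alone nor GC content gives the sense-intronic difference. The difference from the gene holding them was 0.573, or 0.30 without NC library 3, in line with more RNA from introns. Transcripts without a poly(A) tail had a median of 0.67 against NC libraries 1 and 2, with 16 of 19 higher and a matched range of -0.20 to 0.29, so a different selection of RNA is also a candidate explanation. Genomic DNA in the libraries cannot be told apart, since 2 of the libraries labelled GRIK1 siRNA had a larger share of counts on olfactory receptor genes than each NC library, from counts of 37 to 89.

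Survival by GRIK1 staining was computed in aggregate from the supplement, with each listed time taken as a death and none as censored. Of 66 patients, 26 had low and 40 high staining, with median survival times of 16.5 and 10.5, for which the supplement gives no unit, and a log-rank chi-square of 5.22 (p = 0.0223). The paper's text gives 65 patients. Of the 24 glutamate receptor genes, 1 was tested, GRIA3, with a log2 fold change of 0.09, and 5 had no count.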
